A study of Mus musculus with 2 samples. Its data were reported in "Endothelial Pim3 kinase protects the vascular barrier during lung metastasis" (2024).

How the data were processed

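Lung cells of C57BL/6 mice were sorted for PECAM1, an endothelial surface protein, 6 h after tail vein injection of phosphate-buffered saline (the control library) or of 200,000 B16-F10 cells per mouse (the metastatic library). B16-F10 is a mouse melanoma line. Each library held the cells of 2 mice, pooled, and each group held 1 library. The libraries were made with the 10x Genomics 3′ kit, which tags each captured RNA molecule with a unique molecular identifier (UMI) and each droplet with a cell barcode.

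The deposited values are raw counts: the authors ran Cell Ranger on the mm10 build and kept UMI counts per gene and barcode, with no cell calling, filter or normalization. Per the file headers the matrices were written by version 3.1.0 of that software. Coordinates were taken from the GENCODE M21 annotation of GRCm38, the same assembly as mm10, and gene identifiers and symbols are those paired in the deposited files. The annotation release that the authors counted on is not stated. The control library held 67,929,614 UMIs and the metastatic library 64,733,724.

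Cells were called as barcodes with 1000 to 5000 detected genes and under 20% mitochondrial UMIs, the filter of the study, which left 7134 and 6466 barcodes. The mitochondrial filter removed 2 control barcodes and 0 metastatic barcodes. Doublets were scored per library against simulated doublets that made up a share of 0.25 of the points, and the highest scores, 0.8% per 1000 cells, were left out (407 and 334 barcodes). This left 6727 control and 6132 metastatic cells. Before doublets were left out, the medians were 6273 and 6527 UMIs and 2575 and 2643 genes per barcode. The neighborhood of the score was 0.1% of the cells and at least 10 cells. This size was chosen after the data were seen, because a neighborhood of 1% marked most cells of the small immune clusters as doublets.

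Counts were scaled to 10,000 per cell and log-transformed. Clustering used 2000 variable genes, 30 principal components, 20 neighbors and the Leiden method at resolution 0.8. Endothelial cells were clustered again with 24 components. The rCap, interferon, heat shock and immediate early genes were left out of the variable genes in both rounds, so that cell classes would not be defined by the outcome. No integration between the libraries was applied.

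Clusters were named from marker lists, and the names end in "-like" since no protein was measured. A cluster was called endothelial when its endothelial markers were detected in a mean share of at least 0.6 of its cells. It was called mixed when markers of another cell type also exceeded a score of 2 on the log2 scale. An endothelial class needed a score of at least 1, and general capillary clusters (gCap-like) needed their markers in a mean share of at least 0.55. A cluster led by markers of another class was clustered 1 more time, which applied to 1 gCap-like cluster, and clusters without a class stayed unnamed. These naming thresholds were set after the clusters had been seen, and the cells they kept out of the classes are reported per group for the main setting.

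UMIs were summed over the cells of a class and given as CPM, that is, scaled to a common total. CPM carry exact Poisson intervals. Ratios of the metastatic to the control library are on the log2 scale, with exact conditional binomial intervals. For the interval of a list median the counts of its genes were drawn again 10000 times from Poisson distributions. Shares carry exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only, not the variation between mice. With 1 library per group no test between groups was possible, and no genes were counted as changed. Intervals that part, or that overlap, describe these 2 libraries.

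For a list of genes the median log2 ratio was given as a percentile among 10000 random lists of genes matched on mean expression, which describes these libraries and is not a test. The lists comprised rCap genes (7), interferon genes (8), the JAK-STAT family (11), the Pim family (3), angiogenic and adhesion genes (9), junction genes (4), heat shock genes (10), immediate early genes (12), glucocorticoid-responsive genes (10), clock genes of the Dbp phase (10) and of the Bmal1 phase (5), NF-kB targets (12), club, alveolar, red cell and neutrophil genes as a measure of free RNA (11) and sex-linked genes (5). The rCap list holds genes the study chose on data that include these libraries. The heat shock, immediate early, glucocorticoid, clock, NF-kB, free RNA and sex-linked lists were written after the supplement of the study had been read. None of these is independent evidence.

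A cell was called positive for the rCap or the interferon state when at least 3 genes of the list were detected after each cell had been thinned at random to 2000 UMIs, which removes differences in depth. Lymphoid-like cells (T or NK-like and B-like) served as the background. Genes named individually are those of the lists and, among genes with at least 50 CPM in gCap-like cells of either library and at least 100 UMIs over both, the 10 with the highest and the 10 with the lowest ratio. Some genes that these rules name are not reported here. The melanoma markers numbered 8 and the platelet markers 7.

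Groups, comparisons, lists, the limits on genes and mitochondrial UMIs and most alternatives were fixed before the data were examined. The alternatives were minimums of 300 and of 1500 genes, cell calling at 10% of the 99th percentile of UMIs over the top 8000 barcodes, a mitochondrial limit of 10%, doublets kept, resolutions 0.4 and 1.5, components centered per library, TMM scaling, CPM without mitochondrial and ribosomal protein genes, a mean of the CPM of single cells, subtraction of the RNA of barcodes with 1 to 100 or 11 to 50 UMIs, all endothelial cells in place of gCap-like cells, other thinning depths and other numbers of genes. Added after the data were seen were the doublet neighborhood of 1% and a free RNA profile from barcodes of 51 to 200 UMIs with under 10% as many UMIs in the other library, called unshared barcodes.

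The computations were tested on simulated data. Counts were drawn for the real genes at the depths of the gCap-like cells of both libraries with 200 genes changed in the metastatic library. Over 10789 genes, 95.4% of the intervals held the true ratio. The interval lay on the true side of 0 for 100% of the changed genes, which were drawn from genes with at least 50 CPM. The counts were independent Poisson draws, for which such intervals are made. These values therefore check the computation and not the coverage for real UMIs, which can be clumped in few cells. Among 400 unchanged lists of 7 genes drawn from 12658 genes, 2% fell above the percentile of 97.5. Free RNA added at 5% to the control library and 3% to the metastatic library, over all genes listed, was estimated at 4.91% and 3.01%. The genes of the free RNA list had first been set to 0, and the profile added was also used for the estimate.

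Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.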

Results

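To follow the response of the lung endothelium to arriving melanoma cells, the transcriptomes of PECAM1-sorted lung cells were compared between mice 6 h after injection of vehicle (1 control library) and of B16-F10 melanoma cells (1 metastatic library). The libraries held 67,929,614 and 64,733,724 UMIs. After filtering and removal of doublets, 6727 control and 6132 metastatic cells remained. Since each group held 1 library of 2 pooled mice, no difference could be set against a spread between replicates.

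The first comparison asked which cells the sort had yielded. Endothelial cells formed 87.1% (86.2–87.9) of the control cells and 84.2% (83.3–85.1) of the metastatic cells. With a minimum of 300 genes, the alternative that moved this result most, the shares were 66.5% and 61.1%. Clusters that carried endothelial markers together with those of another cell type were kept apart. Endothelial cells with erythroid RNA formed 5.16% of the control and 5.01% of the metastatic cells, and those with mesenchymal RNA 1.98% and 1.84%. Endothelial cells with platelet or megakaryocyte RNA formed 3.02% (2.62–3.45) and 5.46% (4.91–6.06). The rest were small clusters of platelet-like (0.520% and 0.457%), B-like (0.728% and 0.864%), T or NK-like (0.565% and 0.832%) and epithelial-like cells (0.297% and 0.261%).

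Inflammatory cells were compared because the study had described them as present alike in the lungs of both conditions, and because this sort had no gate against leukocytes. Since the sort was for PECAM1, these shares do not measure the inflammatory cells of the lung. Monocyte or macrophage-like cells formed 0.446% (0.301–0.636, 30 cells) of the control and 0.848% (0.634–1.11, 52 cells) of the metastatic cells, and these intervals overlapped. The overlap was narrow and does not show equal shares. With a minimum of 300 genes the shares were 0.414% and 0.549%. The metastatic share was the higher one in every alternative that kept such a cluster. Neutrophil-like cells formed 0.223% (0.125–0.368, 15 cells) and 0.212% (0.113–0.362, 13 cells), with a minimum of 300 genes 0.253% and 0.167%, and with a minimum of 1500 genes 0.308% and 0.411%. The direction of the neutrophil-like difference changed between alternatives, and no such difference was detectable at this depth.

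The second comparison addressed the classes of endothelial cells. General capillary (gCap-like) cells formed 76.1% (74.98–77.18) of the 5857 control and 78.4% (77.3–79.6) of the 5164 metastatic endothelial cells. At resolution 1.5, the alternative that moved these shares most, they were 78.4% and 67.1%. There 5 endothelial clusters stayed unnamed, 3 of them with markers of a named class among their top genes. These unnamed clusters held a larger share of the metastatic than of the control endothelial cells. The direction of the difference thus depended on the resolution and on the cells left unnamed there. Aerocyte capillary (aCap-like) cells formed 14.8% (13.9–15.7) and 12.5% (11.6–13.4), and vein-like cells 4.93% (4.39–5.52) and 6.10% (5.46–6.79). Artery-like cells formed 3.86% (3.38–4.38) and 2.23% (1.84–2.67), a difference that was smaller in every alternative run. Lymphatic (LEC-like) cells numbered 5 in the control library and 18 in the metastatic library. A cluster of 34 cells led by Fabp4 and Rbp7 and 1 single cell stayed unnamed, which was 0.273% of the control and 0.368% of the metastatic endothelial cells.

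**Figure D1:**
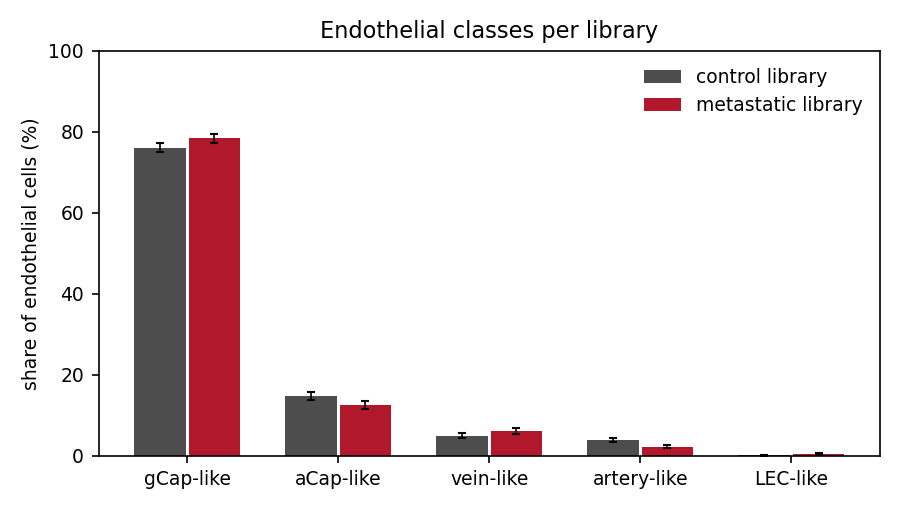
Share of endothelial cells (%, y axis) in each class (x axis) in the control and the metastatic library. Bars start at 0 and error bars are exact 95% intervals for counting error, and gCap-like cells formed 76.1% and 78.4% of the endothelial cells.

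Some clusters within a class came mostly from 1 library and may therefore be that library rather than a cell type. The largest gCap-like cluster held 2096 control and 577 metastatic cells, whereas the next held 89 and 1974. The aCap-like cells fell into clusters of 839 and 258 cells and of 25 and 388 cells. Sizes of such clusters were not compared further, except for a gCap-like cluster of 41 and 430 cells taken up under the other observations. The gCap-like cells were treated as 1 class of 4457 control and 4051 metastatic cells with 28,080,754 and 26,999,539 UMIs.

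The third comparison concerned the reactive capillary (rCap) genes, which the study had named as top markers of a capillary state that expands after melanoma injection. All 7 genes had a higher CPM in gCap-like cells of the metastatic library. Inhbb (ENSMUSG00000037035, GRCm38 chromosome 1, 119415465 to 119422248) rose from 5.02 CPM (4.23–5.92) to 38.4 CPM (36.1–40.8), a log2 ratio of 2.94 (2.68–3.20). Bcl3 (ENSMUSG00000053175, chromosome 7, 19808462 to 19822770) rose from 16.4 CPM (14.95–17.99) to 46.0 CPM (43.4–48.6), a log2 ratio of 1.49 (1.33–1.64). The log2 ratio was 0.52 (0.41–0.62) for Adamts9 (ENSMUSG00000030022, chromosome 6, 92772699 to 92943492), 0.43 (0.37–0.49) for Tmem252 (ENSMUSG00000048572, chromosome 19, 24674008 to 24682233) and 0.33 (0.24–0.42) for Osmr (ENSMUSG00000022146, chromosome 15, 6813577 to 6874969). It was 0.16 (0.10–0.22) for Scarb1 (ENSMUSG00000037936, chromosome 5, 125277087 to 125341094). Pim3 (ENSMUSG00000035828, chromosome 15, 88862186 to 88865726) was at 242 CPM (236–247) in the control and 264 CPM (258–270) in the metastatic library, a log2 ratio of 0.13 (0.08–0.17) that became -0.026 when the RNA of barcodes with 11 to 50 UMIs was subtracted.

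The median log2 ratio of the rCap list was 0.43, the percentile 99.99 among the matched random lists. The alternative that moved it most was the same subtraction, with a median of 0.37. In aCap-like cells the median was 0.45 (percentile 99.9), in artery-like cells 0.12 (percentile 72.8) and in vein-like cells -0.14 (percentile 10.7). Inhbb rested on 1 control UMI in both aCap-like and vein-like cells, with log2 ratios of 4.65 (2.00–10.0) and 3.04 (0.19–8.50).

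**Figure D2:**
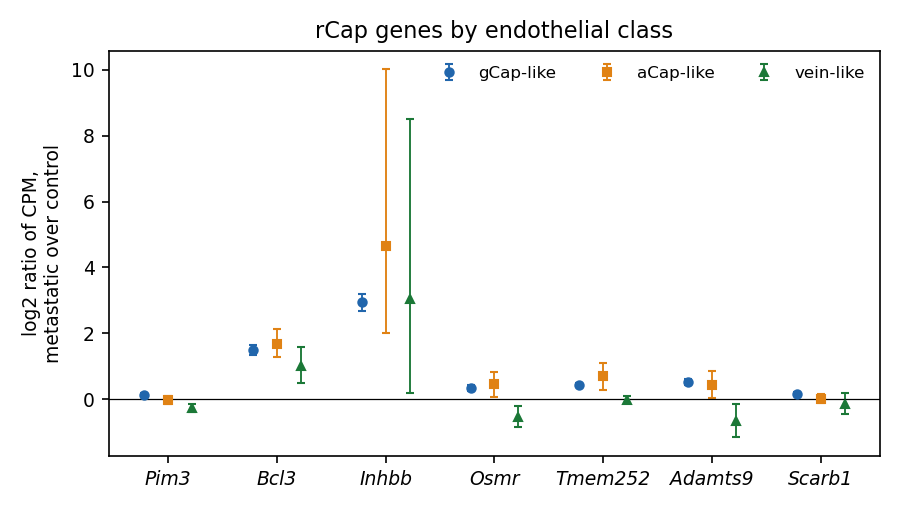
Log2 ratio of CPM, metastatic over control (y axis), of the 7 rCap genes (x axis) in gCap-like, aCap-like and vein-like cells. Error bars are exact conditional 95% intervals for counting error, and in gCap-like cells the ratios ran from 0.13 for Pim3 to 2.94 for Inhbb.

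Whether more cells carried the state was asked at equal depth. Of gCap-like cells thinned to 2000 UMIs, 6.08% (5.40–6.83, 269 of 4421 cells) were rCap-positive in the control library and 11.5% (10.5–12.5, 463 of 4030 cells) in the metastatic library, with 36 and 21 cells too shallow to thin. If the genes had been detected independently of each other, the shares would have been 5.18% and 8.09%. Without thinning the observed shares were 34.4% and 40.3%, at medians of 5976 and 6303 UMIs per cell. Independent detection would then have given 33.9% and 43.7%. The metastatic share thus exceeded that for independent detection at 2000 UMIs but not without thinning. Thinned to 1000 UMIs the observed shares were 1.75% and 3.83%. At 2000 UMIs the shares were 11.9% (8.40–16.3) and 10% (6.90–13.9) in vein-like cells, the other direction. They were 0.93% and 1.09% in aCap-like and 2.67% and 4.35% in artery-like cells. In each of these classes the intervals overlapped, with 8 and 7 positive aCap-like cells. Without thinning the aCap-like shares were 13.8% (11.5–16.3) and 24.1% (20.9–27.6), and these intervals parted. Independent detection would then have given 13.0% and 22.5%. The unthinned shares were 20.4% and 21.7% in artery-like and 54.0% and 50.8% in vein-like cells. Thinned to 2000 UMIs, none of the 87 control (0 to 4.15%) and 103 metastatic (0 to 3.52%) lymphoid-like cells was positive, at medians of 4783 and 5058 UMIs. Without thinning 0 of 87 and 4 of 104 (3.85%) were.

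By the same rule 7.35% (6.60–8.16) of the control and 8.96% (8.09–9.88) of the metastatic gCap-like cells were positive for the interferon state, and these intervals overlapped. Independent detection would have given 2.26% and 3.59%. Without thinning the shares were 19.5% (18.3–20.6) and 25.01% (23.7–26.4), and independent detection would have given 16.2% and 24.5%. The unthinned intervals parted, so the overlap depended on the setting, although unthinned cells differ in depth. Overlap does not show equal shares, and the metastatic share was the higher one in every alternative run. Thinned lymphoid-like cells held 0 positive cells in either library, and without thinning 1 of 87 and 4 of 104 were positive. The interferon list had a median log2 ratio of 0.23 (percentile 99.8), with Isg15 at 0.52 (0.45–0.58).

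**Figure D3:**
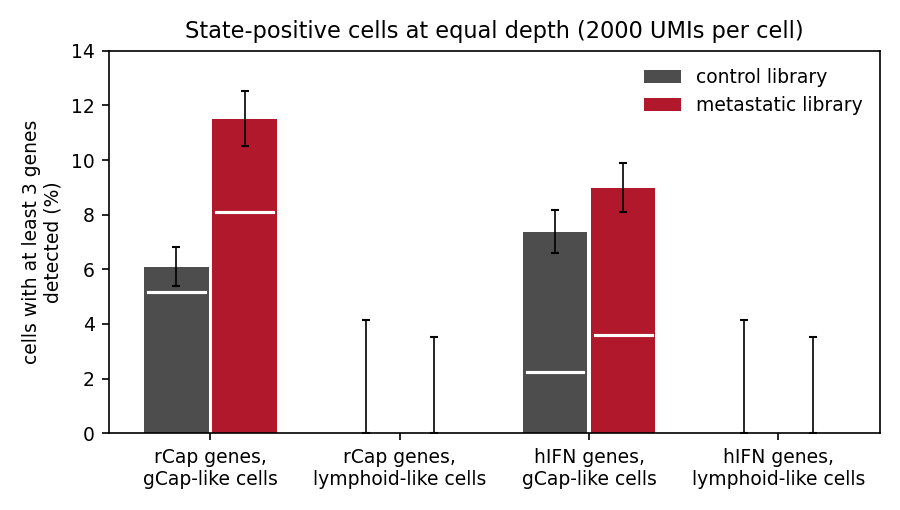
Share of cells (%, y axis) with at least 3 genes of the rCap or the interferon (hIFN) list detected at 2000 UMIs per cell, in gCap-like and lymphoid-like cells of both libraries. Error bars are exact 95% intervals and white lines mark the share for independent detection, and rCap-positive gCap-like cells formed 6.08% and 11.5%.

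The study had related the state to JAK-STAT signaling. In gCap-like cells the JAK-STAT family had a median log2 ratio of 0.18 (percentile 98.2). The alternative that moved it most was the use of all endothelial cells, with 0.23. Jak3 was at a log2 ratio of 0.47 (0.24–0.70), Jak2 at 0.39 (0.27–0.52) and Jak1 at 0.28 (0.24–0.32), whereas Stat3 was at 0.18 (0.12–0.24). The intervals of Tyk2 (-0.06), Stat5a (0.17) and Stat5b (-0.01) held 0, and Stat4 had 5 and 4 UMIs. Socs3, a target of the pathway, was at -0.09 (-0.12 to -0.07). The family had a median of 0.32 in aCap-like, -0.09 in artery-like and 0.20 in vein-like cells. Of the Pim family, Pim1 was at 0.34 (0.26–0.43) and Pim2 at -0.71 (-1.37 to -0.06) on 56 and 33 UMIs. The Pim list had a median of 0.13 (percentile 81.7).

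Angiogenic, adhesion and junction genes named in the study were compared in the same cells. Vegfa was at a log2 ratio of 0.82 (0.77–0.88), Icam1 at 0.58 (0.53–0.63), Ackr3 at 0.49 (0.38–0.60), Dll4 at 0.31 (0.23–0.40) and Arid5a at 0.31 (0.23–0.39). Emp1 (0.13), Col4a2 (0.09) and Esam (0.06) had small ratios that changed sign in 1 or more alternatives, and Pfkfb3 was at -0.25 (-0.33 to -0.17). The median of this list was 0.31 (percentile 99.99). It was 0.04 in aCap-like (percentile 63.85), -0.08 in artery-like (percentile 23.6) and -0.03 in vein-like cells (percentile 32.2). Among the junction genes, Ctnnb1 was at 0.21 (0.17–0.26), Ctnna1 at 0.04 (0.01–0.07), Ctnnd1 at -0.04 (-0.09 to 0.01) and Cdh5 at -0.01 (-0.02 to 0.01), with a list median of 0.02 (percentile 59.5). Ctnna1 fell to -0.070 when the RNA of barcodes with 11 to 50 UMIs was subtracted.

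Over the 3772 genes with at least 50 CPM in gCap-like cells of either library and at least 100 UMIs, the median log2 ratio was 0.02, and 95% of the genes lay between -0.50 and 0.53. TMM scaling shifted the median to -0.01. Genes with high ratios included Mt1 at 2.70 (2.54–2.87), Pdgfa at 1.85 (1.72–1.99), Hbegf at 1.46 (1.36–1.56) and Akap12 at 1.40 (1.35–1.44), followed by Cd74, Atp8b1, Cxcl16, Odc1 and Bcl6b, which ranged from 1.33 down to 1.16. The lowest ratios were those of Zbtb16 at -1.41 (-1.45 to -1.36) and Fam107a at -1.23 (-1.32 to -1.14), followed by Myrip, Map3k6, Per1, Fkbp5, Bcl2l1, Chrm2, Fkbp14 and Sema5a, which ranged from -1.08 up to -0.94. Mt1 was at -2.15 in artery-like cells (384 and 45 UMIs). In aCap-like cells Mt1 was at -0.17, whereas Zbtb16 was at -1.18 and Fam107a at -1.29.

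The remaining lists were compared in gCap-like cells. Medians were 0.90 for the NF-kB targets (percentile 100) and 0.93 with Sele, which had 0 control UMIs, at its lower bound. They were 0.27 for heat shock genes (percentile 99.99), where Hspa1a and Hspa1b are near-identical copies whose reads cannot be fully parted, and 0.01 for immediate early genes (percentile 76.1). Glucocorticoid-responsive genes had a median of -0.81 (percentile 0), with 3 of 10 above 0 (Mt1, Mt2 and Sgk1), clock genes of the Dbp phase, a list that shares Per1 with the former, -0.59 (percentile 0), and those of the Bmal1 phase 0.05 (percentile 41.0). The club, alveolar, red cell and neutrophil genes had a median of -0.44 (percentile 0.01), with the near-identical copies Hba-a1 and Hba-a2 among them. Sex-linked genes had a median of -0.06 (percentile 25.4), and Xist had 2 and 1 UMIs while genes of the Y chromosome were detected in both libraries.

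Melanoma cells were looked for since B16-F10 cells had been injected in the metastatic group. At least 3 of the 8 melanoma markers were found in 2 of the 6727 control cells (0.0297%, 0.00360–0.107) and in 3 of the 6132 metastatic cells (0.0489%, 0.0101–0.143). Over all barcodes with at least 300 genes these counts were 21 and 14. Melanoma marker UMIs in called cells came to 2.14 CPM (1.73–2.62) and 2.61 CPM (2.14–3.15). Since the sort was for PECAM1, these counts do not measure the melanoma cells of the lung.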

Values the study reported

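Pooled over its experiments, the study reported 21220 endothelial cells from control lungs and 19,266 from metastatic lungs at 6 h. It also obtained 91 B16-F10 cells.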

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

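All tests of this part were chosen after the result was seen, as was the profile of unshared barcodes. Barcodes with 1 to 100 UMIs, which hold no called cell and enter the report only where alternatives subtract their RNA, carried melanoma marker RNA in both libraries. In this window the level was higher in the metastatic library, at 4156 CPM (4101–4213), than in the control library, at 3694 CPM (3645–3744) (21192 and 21504 marker UMIs). The difference depended on the window of UMIs per barcode: at 11 to 50 UMIs the levels were 5525 and 5520 CPM, above 100 and up to 200 they were 1448 and 1841 CPM, and above 200 and up to 500 they were 1268 and 1930 CPM. The control mice had received no melanoma cells.

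Free melanoma RNA in the cell suspensions is argued against. At the share of free RNA estimated from these barcodes, called control cells would hold melanoma markers at 201.4 CPM and called metastatic cells at 263 CPM, and they held 2.14 and 2.61 CPM. Molecules of another library read under the labels of these libraries are a candidate explanation. The same barcodes held melanoma UMIs in both libraries 4547 times, whereas unrelated sets among all listed barcodes would share 41.3 and unrelated sets among barcodes with a UMI in both libraries 354. There were 23192 barcodes with 50 to 1000 UMIs in each library (1193 if unrelated), with melanoma markers at 9532 CPM, led by Dct and Tyrp1. They may be cells of a further, melanoma-containing library handled or sequenced together with these, which was not analyzed here.

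Whether injected melanoma cells added RNA on top cannot be told apart from no such addition. Unshared barcodes of 51 to 200 UMIs held melanoma markers at 18.3 CPM (15.3–21.8) in the metastatic library and 17.1 CPM (14.05–20.5) in the control library, on 125 and 112 UMIs, and these intervals overlap. The injection of melanoma cells in the metastatic group stays open as a biological explanation of the higher level at 1 to 100 UMIs and was not tested further.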

How the results depend on the processing

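The doublet neighborhood of 1% and the unshared free RNA profile were chosen after the data were seen, and the other alternatives before. Differences are metastatic minus control in percentage points unless given as log2 ratios, and where no cause is named the cause was not tested.

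With a minimum of 300 genes the differences were -5.32 for endothelial, 0.135 for monocyte or macrophage-like, 1.28 for gCap-like (2.35 in the main setting), 1.84 for vein-like and 0.295 for LEC-like cells, and the log2 ratio of Emp1 was -0.019, the reverse of its main direction. With a minimum of 1500 genes they were -2.37 for endothelial, 0.103 for neutrophil-like (-0.011 in the main setting, the other direction), 1.48 for gCap-like, -0.65 for artery-like and 0.299 for LEC-like cells. With cells called by UMIs they were -1.63 for endothelial, 0.280 for monocyte or macrophage-like and -0.68 for artery-like cells. With the mitochondrial limit of 10% the artery-like difference was -0.95 and the neutrophil-like difference 0.020. With doublets kept they were -0.70 and 0.0063, with 0.258 for monocyte or macrophage-like and 1.36 for gCap-like cells.

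At resolution 0.4 the artery-like difference was -0.68. At resolution 1.5 it was -0.63, with -1.72 for endothelial and -1.77 for aCap-like cells. There the gCap-like difference reversed to -11.3, where clusters led by artery markers stayed unnamed by the naming rule, and Emp1 reversed to -0.026. With components centered per library the differences were 1.41 for gCap-like and -0.59 for artery-like cells. With the doublet neighborhood of 1% they were 1.68 and -0.76, and no monocyte or macrophage-like and no neutrophil-like cluster was left, so these have no value.

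The rCap-positive difference was 2.08 at 1000 UMIs, 5.92 at 3000, 5.99 without thinning, 4.85 with at least 2 genes and 3.22 with at least 4 genes. The interferon-positive difference was 0.633, 2.40, 5.55, 3.42 and 1.39 in the same order. By construction a lower depth or a stricter rule leaves fewer positive cells. Melanoma-positive cells numbered 8 in the control and 8 in the metastatic library with at least 2 markers, and melanoma-positive barcodes with at least 300 genes numbered 21 in the control and 14 in the metastatic library, where by construction more barcodes are searched or fewer markers needed.

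When the RNA of barcodes with 11 to 50 UMIs was subtracted, the rCap list had a median of 0.37, and the log2 ratios of Pim3 (-0.026), Col4a2 (-0.0062), Esam (-0.078) and Ctnna1 (-0.070) reversed. In these barcodes 83.2% of the control and 77.7% of the metastatic UMIs lay at barcodes shared with the other library outside its called cells, so the profile is not of free RNA alone. The share of free RNA estimated from it was 33.5% in the control and 21.4% in the metastatic library. From barcodes with 1 to 100 UMIs it was 5.45% and 6.34%, and from unshared barcodes 2.68% and 2.84%. Subtraction of these other profiles reversed 0 named genes. In all endothelial cells Esam reversed to -0.0078. In the other alternatives run the rCap median lay between 0.38 and 0.45, and the JAK-STAT median lay between 0.13 and 0.23 in all of them, within the counting interval of its main median (0.13 to 0.28).

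Of the 54 named genes with a ratio, 11 moved by more than counting error without reversing at the minimum of 300 genes, 22 at resolution 1.5 and 19 in all endothelial cells. Of the 49 left when the RNA of barcodes with 11 to 50 UMIs was subtracted, 34 did. In each other alternative the number was 5 or fewer. No paired analysis was possible because each group is 1 library of pooled mice.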

Other observations

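Tests written before their result was seen were those of free RNA for the club, alveolar, red cell and neutrophil genes, of lymphoid-like cells for the glucocorticoid list, of platelet RNA in unshared barcodes, and of a single cluster for the rCap list and for Sele. The other tests of this part were chosen after the result was seen.

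The barcodes of called cells also carried UMIs in the other library. This held for 6726 of 6727 control cells and for 6132 of 6132 metastatic cells, against 19.96% and 23.8% of all listed barcodes, with medians of 46 and 57 UMIs or 0.741% and 0.886% of the cell's own. Free RNA caught by the same barcode is argued against, since its amount would not follow the cell, and the Pearson r of log UMIs in the other library with the cell's own was 0.86 for control cells. Molecules of the same cell read under the label of the other library are a candidate explanation: 96.0% of these UMIs in control cells lay at genes that the cell itself expressed, against 67.8% for another cell. There were 15 barcodes called in both libraries (6.07 if unrelated). No biological explanation was tested. The effect on the ratios of the report was not tested.

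The 5 called cells with at least 3 melanoma markers may each share their barcode with a melanoma cell of another library. All ranked high among called cells by UMIs in the other library relative to their own, the lowest at the percentile 98.1. That they are B16-F10 cells is argued against by at most 5 melanoma UMIs per cell, where 54.0 to 73.7 would be needed at the level of the shared melanoma barcodes.

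The median of the club, alveolar, red cell and neutrophil genes was below 0 in gCap-like cells of the metastatic library. Free RNA that differs between the suspensions cannot be told apart from other causes. The same 11 genes had a median log2 ratio of -0.45 in unshared barcodes, which goes with it. Less free RNA would lower these genes in every class, however, and the red cell genes Hbb-bs, Hba-a1 and Hba-a2 rose by 0.31, 0.54 and 0.43 in aCap-like cells and by 1.73, 1.57 and 1.65 in vein-like cells. The list median was -0.37 in aCap-like (percentile 0.035), -0.36 in artery-like and 0.028 in vein-like cells, and lymphoid-like cells held 322 control and 2184 metastatic UMIs of the list (median log2 ratio 0.050). A response to melanoma cells stays open and was not tested.

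The median of the glucocorticoid-responsive genes was below 0 in gCap-like cells of the metastatic library, although 3 of the 10 rose (Mt2 by 3.75, Mt1 by 2.70 and Sgk1 by 0.18). Outside a cluster of 41 control and 430 metastatic cells described below, Mt1 was at 0.034 (-0.20 to 0.27). There Mt2 was at 0.84 (0.26 to 1.43). The medians were -0.64 in aCap-like, -0.51 in artery-like and -0.49 in vein-like cells. Free RNA is argued against as the whole cause, since subtraction of the unshared profile left a median of -0.82. A change of the whole suspension cannot be told apart from one of the endothelium: the median in lymphoid-like cells was -0.14 (percentile 15.9), with 5 of 9 genes below 0. A different time of day at collection also cannot be told apart, with values on both sides. In gCap-like cells the Dbp-phase median fell while the Bmal1-phase genes had a median of 0.049 with members on both sides of 0. The Dbp-phase median was -0.43 in vein-like (percentile 0.775) and -0.42 in artery-like cells (percentile 6.83), but -0.011 in aCap-like cells (percentile 37.7), with members on both sides of 0, where the glucocorticoid list fell as well. The Bmal1-phase median was -0.33 in vein-like (percentile 5.5), -0.091 in aCap-like and 0.15 in artery-like cells. In vein-like cells both clock lists thus fell, with 0 of the 5 Bmal1-phase genes above 0. The labels give no hour of collection. Melanoma injection stays open as an untested biological explanation, as do differences between the few pooled mice.

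The share of endothelial cells with platelet RNA was higher in the metastatic library, and at 2000 UMIs 1.52% of the control and 3.097% of the metastatic endothelial-bearing cells had at least 3 platelet markers (3.27% and 6.40% without thinning). Among lymphoid-like cells 0 of 87 and 2 of 103 did. Platelet marker UMIs in lymphoid-like cells numbered 7 in the control and 80 in the metastatic library, a log2 ratio of 3.15 (2.04–4.51). Platelet RNA was thus also higher outside endothelial cells. The interval takes these UMIs as independent of each other, and how many lymphoid-like cells held them was not tested. A few cells may hold most of them. Platelet RNA was also higher in unshared barcodes of the metastatic library, by a log2 ratio of 0.56, the outcome written beforehand for free platelet RNA. Free RNA spread over the cells is nevertheless argued against, since independent detection of the markers would give 0.0904% positive metastatic cells. Chance pairing with platelets in droplets cannot be told apart. Platelet-like barcodes formed 0.457% of the metastatic cells where a proportional rise would need 0.942%, but platelets under the gene minimum are not counted there. For smaller platelets the same log2 ratio of 0.56 lay below the 0.86 of the endothelial cells with platelet RNA, a rise in the right direction but not in proportion. Platelets bound to endothelium after melanoma injection stay open and were not tested.

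A cluster of 471 gCap-like cells, 41 control and 430 metastatic, had high rCap genes. Outside it the 7 genes had a median log2 ratio of 0.079, and the 5 genes other than Bcl3 and Inhbb a median of 0.017. These medians do not decide whether the cluster alone gives the difference for the list, which cannot be told apart, since single genes lay beyond counting error on both sides of 0: Tmem252 at 0.094 (0.030 to 0.16), Pim3 at -0.085 (-0.14 to -0.032) and Scarb1 at -0.070 (-0.14 to -0.00051). Inside the cluster Pim3 was at -0.53 (-0.72 to -0.33) and Scarb1 at -0.59 (-0.83 to -0.34). With both genes lower inside and outside it, their higher level in gCap-like cells as a whole comes, by arithmetic, from the larger number of metastatic cells in the cluster. For Bcl3 and Inhbb the cluster as the whole cause is argued against, since outside it their ratios were 1.01 (0.83–1.18) and 1.04 (0.70–1.39). Since the cluster was chosen for its high rCap genes and comes mostly from 1 library, leaving it out lowers the ratios in part by selection. Free RNA is argued against as the whole cause, since subtraction of the unshared profile left a list median of 0.44, although the list was also higher in the unshared barcodes (median 0.31). In lymphoid-like cells the list was also higher (median 0.69, on 39 and 97 UMIs), but so were endothelial genes in these cells, with Cdh5 at 0.86 (0.32 to 1.42) and Esam at 2.04 (0.85 to 3.45), so this rise does not part a change of the cells from endothelial RNA among them. The pattern was found and tested on the same libraries, and melanoma injection stays open as an untested explanation.

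Sele had 0 UMIs in control gCap-like cells and 318 in 42 metastatic cells, at least 110-fold higher against a floor of 3 counts. The same cluster may be its source, since 97.48% of these UMIs lay in it. It also held 87.2% of the Mt1 and 80.9% of the Inhbb UMIs of metastatic gCap-like cells.

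The endothelial cells counted here, 5857 control and 5164 metastatic, come from 1 library per group, and the melanoma-positive cells, 2 control and 3 metastatic, from the same called cells. The totals of the study were pooled over several experiments, so that the denominators differ and no direction is given.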
